A study of Rattus norvegicus with 10 samples.

How the data were processed

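RNA was sequenced from the left hippocampus of 10 female TgF344-AD rats, a transgenic rat model of Alzheimer's disease. All animals were killed at 11 months of age. Of these, 5 received ordinary chow and 5 received chow containing RG2833 at 750 mg per kg of chow for 6 months, starting at 5 months of age. RG2833 is a small molecule that inhibits the histone deacetylases HDAC1 and HDAC3. Per the labels' protocols, RNA was extracted with a column kit and strand-specific libraries were made with an mRNA library kit. The aligner, the genome build, the gene annotation and the software versions are not stated in the labels or the file headers.

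Both tables list the same 17168 gene symbols. The first table holds estimated counts (RSEM expected counts, per the file name, deposited by the authors with 2 decimals and without normalization). The second holds a normalized signal that the authors deposited as CPM (counts scaled to a common library total) after TMM scaling (trimmed mean of M values, a library scaling that assumes most genes do not change). The relation between the tables was checked. Every non-zero value of the normalized signal was a whole multiple of 1 step per sample, and the scaling of the authors matched edgeR's TMM factors computed on all genes of the rounded counts. The whole numbers behind the signal equalled the rounded counts except at 8 to 23 genes per sample, so the deposited signal appears to have been made from rounded counts. The deposited signal columns sum to between 967165 and 1036329, since TMM scaling moves the sums apart.

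Each column was assigned to a sample by the sample title in its heading, and each sample to the untreated or the RG2833 group by its label. The expected counts were rounded to whole counts. Genes with low counts were removed with edgeR's filterByExpr by group, which left 11791 genes. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling, all 10 samples and no covariate, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is the fold change divided by the square root of the F statistic. Normalized values are TMM-scaled CPM of the tested genes, given as mean ± SD over 5 animals. Log2 CPM used a prior count of 2. The separation of the groups over all genes was measured with a pseudo-F statistic (between-group over within-group sum of squares, each divided by its degrees of freedom) and tested by an exact permutation test over all assignments of the labels. Gene sets, fixed before the data were examined, were scored in each animal as the mean over the set of log2 CPM centred per gene. The immediate-early list was fixed from knowledge of the study, so it is not a prediction independent of it. The scores were compared by two-sided exact permutation tests, for sets with at least 3 tested genes. With 5 animals against 5, the smallest p-value of these tests is 0.00794.

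The genes named were chosen by a rule fixed before the data were examined. These were the 10 genes with the largest absolute log2 fold change and the 5 with the smallest p-value, among called genes whose groups did not overlap. The 10 genes also needed a mean log2 CPM of at least 0. Genes of 4 lists fixed at the same time, among them the immediate-early, plasticity and histone deacetylase genes, could be named as well. The results of 1 gene and of the set score that contains it are not reported here, although that set is counted among the sets tested. Any other gene named was chosen after its values were seen.

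Total counts ranged from 8764266 to 11311673 per sample, and 3 counts, the floor used here, corresponded to between 0.268 and 0.343 CPM. This floor covers counting error only, since the deposited counts carry no molecular identifiers. Replicates were checked for duplicate libraries. Across the 20 pairs within groups, the chi-square statistic per degree of freedom was between 4.74 and 37.9, above what sampling noise gives, so each library was counted as 1 animal. The untreated pairs (17.05 to 37.9) all lay above the RG2833 pairs (4.74 to 10.5), so the untreated libraries differed more among themselves. The cause of this unequal spread was not tested. The test scripts were run on simulated counts with 200 genes changed by 1 log2 unit among 11731 tested genes. The main test recovered 194 of the 200 with 6 false calls. The 200 were drawn from genes with a mean count of at least 50, and each gene was simulated independently. The recovery therefore does not cover genes with lower counts, nor the false calls an axis shared between genes.

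Alternatives fixed before the data were examined were DESeq2 size factors, library totals only, other filters on low counts, DESeq2 1.42.0, limma-voom and limma trend on the deposited signal (limma 3.58.1), a replicate block, 1 surrogate variable (sva 3.50.0), a choroid plexus covariate, other thresholds and leaving out each animal in turn. Alternatives chosen after seeing the data were the scaling factors of the authors, the ribosomal RNA share as a covariate, the removal of ribosomal RNA loci and Bc1, and the removal of a trend with gene span. Both groups carry the replicate numbers 1 to 5 in their titles, but the numbers name different animals, so the main test has no pairing. Gene spans came from the GRCr8 gene table and were used only as a property of genes. No coordinates are given, because the build behind the counts is not stated. Sequence, GC content and transcript length were not used here.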

Results

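To ask how long-term dietary RG2833 affects hippocampal gene expression in female TgF344-AD rats, mRNA libraries of the left hippocampus were compared between 5 untreated animals and 5 animals fed RG2833. The total estimated count was 9919502 ± 995608 (SD, n = 5) in the untreated group and 10175299 ± 766059 (SD, n = 5) in the RG2833 group. This difference was smaller than the spread between animals (two-sided exact permutation test, p = 0.659). Of the 17168 gene symbols in the table, 11791 passed the filter on low counts and 2540 had no count in any sample.

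The libraries differed in the share of counts at ribosomal RNA loci (Rn45s, Rn28s, Rn5-8s and LOC257642). This share was 3.83 ± 1.29% (SD, n = 5) in the untreated group and 1.57 ± 0.368% (SD, n = 5) in the RG2833 group. The lowest untreated value was 2.70% and the highest RG2833 value was 1.96%, so the groups did not overlap (two-sided exact permutation test, p = 0.00794, the smallest this design gives). The labels name no sequencing or library batch. Because the share separated the animals exactly as the treatment did, the treatment comparison could not be repeated among animals with similar shares.

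The first principal component of log2 CPM held 35.7% of the variance and the second 16.4%. All 5 RG2833 animals had positive scores on the first component, between 9.18 and 25.3. Among untreated animals, replicates 1, 2, 3 and 5 had scores between -27.8 and -13.8, whereas untreated replicate 4 had a score of 11.5, inside the range of the RG2833 animals. Over all tested genes, the split into treatment groups held 26.5% of the variance between libraries (pseudo-F = 2.88, exact permutation test, p = 0.0238). The ribosomal RNA share parted the animals in the same way, so this variance cannot be credited to treatment alone. Among the alternatives, restricting the calculation to the 500 most variable genes gave a pseudo-F of 3.43 (exact permutation p = 0.0317), and keeping all genes with any count lowered it to 2.21 (exact permutation p = 0.0238).

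**Figure D1:**
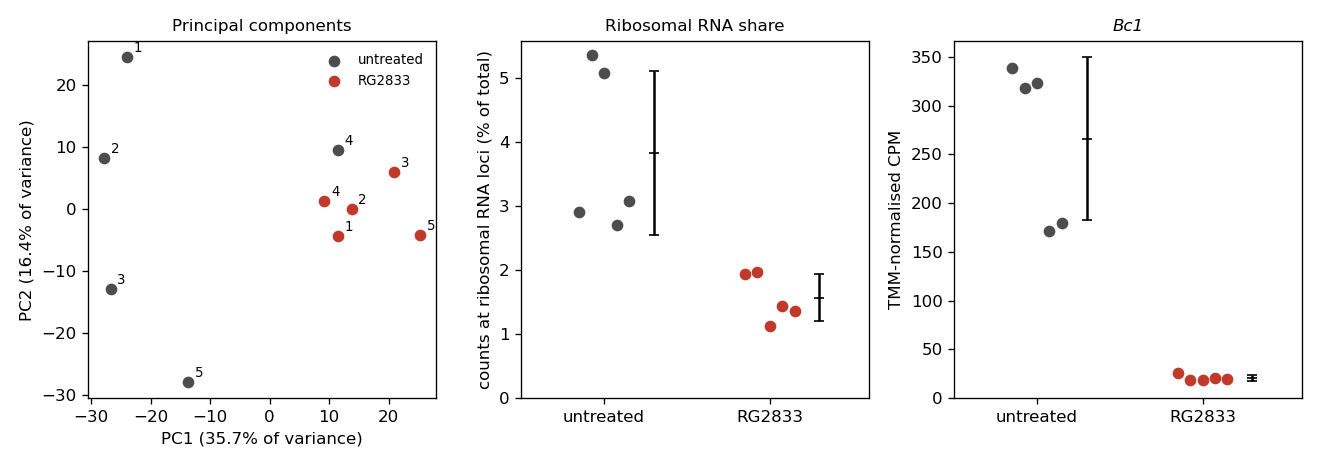
Left, scores of the 10 animals on the first 2 principal components of log2 CPM, with replicate numbers beside the points and untreated animals in grey and RG2833 animals in red. Middle, counts at ribosomal RNA loci as a percent of all counts, and right, TMM-normalised CPM of Bc1, with points for animals and bars for mean and SD (n = 5 per group); untreated replicate 4 lies among the RG2833 animals on the first component, and the groups do not overlap in the ribosomal RNA share (lowest untreated 2.70%, highest RG2833 1.96%) or in Bc1.

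At an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 599 of the 11791 genes were called, 284 higher and 315 lower in RG2833 animals. In 459 of the 599, the 5 RG2833 values lay entirely on one side of the 5 untreated values. Among all tested genes 7.27% showed such a separation, against 0.794% expected by chance for 5 animals against 5. Most changes were small. The median log2 fold change was 0.44 among genes called higher and -0.55 among genes called lower. A change of at least 2-fold was found in 8 genes called higher and 39 called lower, and a change of at least 4-fold in 0 genes called higher and 10 called lower. At an unadjusted p under 0.05, 2887 genes passed. The number of calls depended strongly on the fit. With the log2 ribosomal RNA share as a covariate, an alternative chosen after seeing the data, 2 genes were called, and across the 10 fits that each left out one animal the number ran from 98 to 1556.

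**Figure D2:**
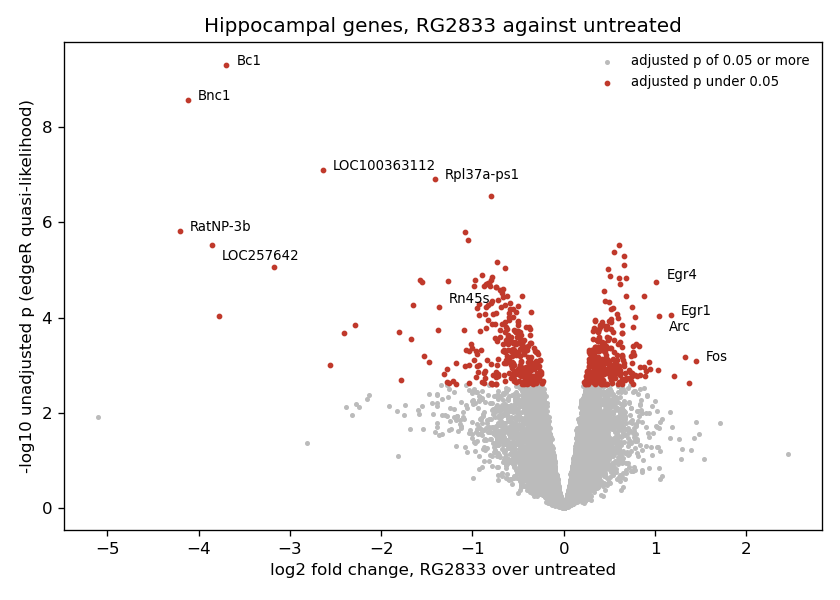
Each point is 1 of the 11791 tested genes, where the horizontal axis is the log2 fold change of RG2833 over untreated and the vertical axis is -log10 of the unadjusted p-value from edgeR's quasi-likelihood test. Red points are the 599 genes with an adjusted p under 0.05, and the largest changes among these are decreases, with Bc1 and Bnc1 at the top left, while the labelled immediate-early genes Fos, Egr1, Arc and Egr4 lie on the right.

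Among called genes whose groups did not overlap and whose mean log2 CPM was at least 0, the 10 with the largest changes were all lower in RG2833 animals. Bc1, which encodes brain cytoplasmic RNA 1, a short non-coding RNA of neurons, had the smallest p-value. It fell from 266 ± 83.4 CPM (SD, n = 5) to 20.5 ± 3.00 CPM (SD, n = 5), a log2 fold change of -3.69 ± 0.22 (SE; edgeR adjusted p = 5.73e-06). Bnc1 (basonuclin 1) was between 11.6 and 21.2 CPM in untreated animals and 0.909 ± 0.400 CPM (SD, n = 5) in RG2833 animals, a log2 fold change of -4.12 ± 0.28 (SE; edgeR adjusted p = 1.59e-05). The largest of these changes was that of RatNP-3b, a defensin precursor gene, at -4.20 ± 0.50 (log2, SE; edgeR adjusted p = 0.00269), from 8.25 ± 4.11 to 0.436 ± 0.307 CPM. LOC257642, annotated as rRNA promoter binding protein and counted here with the ribosomal RNA loci, changed by -3.85 ± 0.48 (log2, SE; edgeR adjusted p = 0.00355). The remaining 6 were Acaa1b (log2 fold change -3.78), Ccl9 (-3.18), LOC100363112 (-2.64), Gli1 (-2.29), LOC500354 (-1.67) and Tmsbl1 (-1.65), with edgeR adjusted p-values between 0.000308 and 0.0225. Acaa1b and RatNP-3b belong to families of similar genes, and Rpl37a-ps1 below is a pseudogene, so the estimated counts of these genes are uncertain where reads are shared between copies. The assignment of reads was not checked for the other genes named either, such as Bc1, Bnc1, Ccl9 and Slc10a2. Of the 10 genes, 8 stayed past the threshold in each of the 10 fits that left out one animal. Gli1 did so in 8 fits and LOC500354 in 6.

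The 5 genes with the smallest p-values were Bc1, Bnc1, LOC100363112, Rpl37a-ps1 and Slc10a2. Rpl37a-ps1 fell from 181 ± 36.1 to 68.2 ± 7.63 CPM (SD, n = 5), a log2 fold change of -1.41 ± 0.13 (SE; edgeR adjusted p = 0.000371). Slc10a2, a bile acid transporter gene, fell from 89.6 ± 9.28 to 51.8 ± 2.78 CPM (SD, n = 5), a log2 fold change of -0.79 ± 0.08 (SE; edgeR adjusted p = 0.000665). Among the ribosomal RNA loci, chosen after their values were seen, Rn45s changed by -1.37 ± 0.23 (log2, SE; edgeR adjusted p = 0.0119), whereas the change of Rn28s, -0.75 ± 0.25, did not pass (edgeR adjusted p = 0.0905).

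Immediate-early genes, which are transcribed rapidly after neuronal activity, and genes of synaptic plasticity had been listed before the data were examined. The immediate-early list was drawn from knowledge of the study. All 14 immediate-early genes had higher mean expression in RG2833 animals. The mean score over these genes was 0.79 higher on the log2 scale, with SDs of 0.24 in untreated and 0.18 in RG2833 animals (n = 5 each), and each RG2833 animal scored above each untreated animal (two-sided exact permutation test, p = 0.00794). The difference ran from 0.70 to 0.86 over the alternatives that changed it, and the largest departure below the main value came from the median in place of the mean over genes (0.70). Of the 26 genes on both lists, 14 passed an adjusted p under 0.05 when the edgeR p-values were adjusted over the list alone and 10 passed when they were adjusted over all genes, all of them higher in RG2833 animals.

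Arc rose from 80.9 ± 24.7 to 167 ± 22.9 CPM (SD, n = 5), a log2 fold change of 1.05 ± 0.19 (SE; edgeR adjusted p = 0.0144 over all genes). Egr1 rose from 52.9 ± 21.4 to 120 ± 13.9 CPM (log2 fold change 1.18 ± 0.21, SE; edgeR adjusted p = 0.0138), and Egr4 from 19.6 ± 4.33 to 39.6 ± 6.65 CPM (1.02 ± 0.15; edgeR adjusted p = 0.00724). These 3 genes stayed past the threshold in each of the 10 fits that left out one animal. Fos had the largest fold change on the list, 1.45 ± 0.33, but its groups overlapped (7.74 ± 2.68 against 21.1 ± 9.83 CPM; edgeR adjusted p = 0.0334). Fosb, Junb, Egr3 and Nr4a1 also passed over all genes, with log2 fold changes of 0.82, 0.57, 0.95 and 0.90. Fos and Fosb stayed past the threshold in 4 of the 10 fits, Junb in 3, and Egr3 and Nr4a1 in 2. Egr2 and Nr4a3 passed only over the list (edgeR adjusted p over the list 0.0107 and 0.0162). Npas4 did not pass (log2 fold change 0.95 ± 0.44, SE; edgeR adjusted p over the list 0.0758). Among the 10 fits it passed over all genes only without untreated replicate 2 (log2 fold change 1.76, edgeR adjusted p = 0.0123). For Ier2, Dusp1 and Btg2, the differences of 0.13, 0.11 and 0.18 were smaller than their standard errors of 0.18, 0.16 and 0.19.

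**Figure D3:**
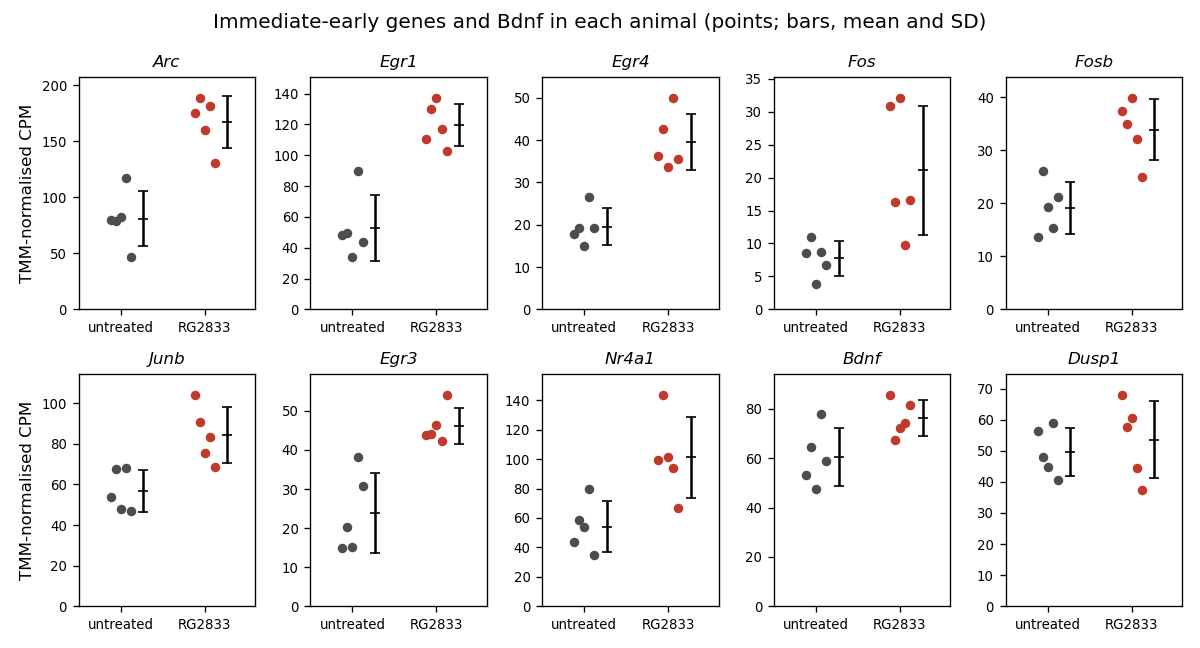
TMM-normalised CPM of 9 immediate-early genes and Bdnf, with a point for each animal (n = 5 per group) and bars for mean and SD, where each vertical axis starts at 0. The groups do not overlap for Arc, Egr1, Egr4, Junb and Egr3, and overlap for Fos, Fosb, Nr4a1, Bdnf and Dusp1.

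Among the 12 plasticity genes, Grin1 rose from 690 ± 82.4 to 952 ± 46.1 CPM (SD, n = 5; log2 fold change 0.46 ± 0.09, SE; edgeR adjusted p = 0.0183 over all genes) and Camk2a from 824 ± 205 to 1313 ± 244 CPM (0.67 ± 0.17; edgeR adjusted p = 0.0459). Camk2a stayed past the threshold in 1 of the 10 fits that left out one animal and Grin1 in 7. Bdnf and Grin2b, with log2 fold changes of 0.33 ± 0.12 and 0.34 ± 0.12, passed over the list (edgeR adjusted p = 0.0312 for each) but not over all genes. The other 8 plasticity genes had log2 fold changes between -0.06 and 0.41 and did not pass (smallest edgeR adjusted p over the list 0.0758).

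Transcript levels of the drug's targets did not differ detectably. The Hdac1 level was 40.9 ± 3.33 CPM in untreated and 37.3 ± 2.61 CPM in RG2833 animals (SD, n = 5; log2 fold change -0.13 ± 0.08, SE; edgeR adjusted p = 0.329), and the Hdac3 level was 71.6 ± 5.61 and 65.8 ± 4.05 CPM (-0.12 ± 0.07; edgeR adjusted p = 0.325). For the other 7 tested histone deacetylase genes, log2 fold changes lay between -0.26 and 0.22 (smallest edgeR adjusted p = 0.312). App (log2 fold change 0.19 ± 0.10, SE) and Prnp (-0.09 ± 0.07) did not pass (edgeR adjusted p = 0.2504 and 0.458).

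Of the 15 gene sets scored, 4 had an unadjusted exact permutation p under 0.05 and 0 passed after Benjamini-Hochberg adjustment (smallest adjusted p = 0.119). A single set could not pass at this size, since the smallest possible p is 0.00794. Besides the immediate-early genes, the plasticity score was 0.26 higher (exact permutation p = 0.0238, adjusted p = 0.159). The vascular score was lower in RG2833 animals by a difference of -0.26 (exact permutation p = 0.0317, adjusted p = 0.159). The excitatory neuron score was 0.58 higher, with SDs of 0.50 in untreated and 0.19 in RG2833 animals (exact permutation p = 0.0556, adjusted p = 0.167). For microglial genes (-0.21, exact permutation p = 0.183), oligodendrocyte genes (0.27, exact permutation p = 0.365) and choroid plexus genes (-0.72, exact permutation p = 0.5), the differences were smaller than the SD of the untreated group. The remaining 7 sets had exact permutation p-values between 0.373 and 0.825.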

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

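Both tests in this part were chosen after the values were seen. Among 138 groups of 5 values (the total count, the ribosomal RNA share, every gene that the naming rule allows and every set score, each in both treatment groups), 8 held a value farther from the rest than Dixon's 95% limit for 5 samples (0.71) allows, where chance alone gives about 6.9. A one-sided exact binomial test found no excess (p = 0.386), although genes measured in the same animals are not independent.

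In the RG2833 group, Acaa1b was 1.96 CPM in replicate 3 and at most 0.523 CPM in the other animals (ratio of gap to range 0.734). Rpl37a-ps1 was 55.0 CPM in replicate 2 against 68.9 to 74.1 CPM in the others (0.728), and Grin2b was 57.6 CPM in replicate 2 against 44.0 to 47.0 CPM (0.783). Npas4 had an outlying high value in both groups. It was 8.79 CPM in untreated replicate 2 against 1.20 to 2.23 CPM in the other untreated animals (0.864), and 9.44 CPM in RG2833 replicate 1 against 5.07 to 5.79 CPM (0.836). In the untreated group, Egr1 was 89.6 CPM in replicate 4 against 34.0 to 49.2 CPM in the others (0.726), Hdac4 was 18.5 CPM in replicate 5 against 10.4 to 12.3 CPM (0.768), and Hdac10 was 27.2 CPM in replicate 2 against 14.9 to 18.2 CPM (0.733). An extreme library depth was tested as an explanation, and 3 of the 8 outlying values came from a sample with the highest or lowest total count of its group. The 8 values came from 6 samples, and 2 of these 6 had such a total, so depth was not a common factor. The number of outlying values cannot be told apart from chance, and no biological explanation was tested for them. Untreated replicate 4, with the high Egr1 value, is the same animal that lies among the RG2833 animals on the first principal component.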

How the results depend on the processing

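All alternatives were fixed before the data were examined except the scaling factors of the authors, the ribosomal RNA covariate, the removal of ribosomal RNA loci and Bc1, and the removal of the gene span trend.

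The count of 599 called genes stayed within 1.5 times under DESeq2 size factors (603), library totals only (595), no filter on low counts (470), a mean count of at least 50 (629), limma-voom (549), limma trend on the deposited signal (609 and 576 with pseudocounts 1 and 0.1), the scaling factors of the authors (595), the removal of ribosomal RNA loci and Bc1 (598) and the removal of the gene span trend (732). With library totals only, 38.3% of the calls were higher in RG2833 animals, against 47.4% with TMM scaling, 53.6% with limma-voom and 51.6% with limma trend. DESeq2's Wald test called 1286 genes, including all 599, and in simulated data it also made more false calls than the main test (23 against 6). An adjusted p under 0.1 gave 1466 genes and a minimum absolute log2 fold change of 0.5 gave 297.

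Covariates lowered the count. The choroid plexus score as a covariate left 201 genes, 193 of them shared with the 599. With 1 surrogate variable 5 genes were called (Bc1, Bnc1, LOC100363112, Rpl37a-ps1 and Slc10a2), and 7 genes passed over the list of immediate-early and plasticity genes in place of 14. With the ribosomal RNA share as a covariate 2 genes were called (Bc1 and Bnc1) and 1 gene passed over the list. For simulated changes of 1 log2 unit, 194 of 200 genes were recovered without a covariate, 196 with the surrogate variable, 190 with the choroid plexus score and 84 with the ribosomal RNA share. At the sizes of the 599 genes the last of these recovered 17 of the 344 found without it. In the simulation the surrogate variable was estimated anew from counts without a shared axis, whereas the real one differed between the groups by 1.22 SDs. No simulation with the real variable or with matched sizes was run for this fit. The recovery of 196 of 200 therefore does not show why only 5 genes were left. Across the 10 fits that each left out one animal, the number of calls ran from 98 to 1556, with the highest value without untreated replicate 4. Of the 599 genes, 83 were called in all 10 fits, and 0 changed direction in any of them. The list count ran from 12 to 16 over the list and from 3 to 11 over all genes, against 10 with all animals.

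The same-numbered samples are different animals, and the mean correlation of their deviations from the group means was -0.066, so the numbers did not pair the samples. With the replicate block 180 genes were called, 172 of them shared with the 599, and 17 genes passed over the list and 7 over all genes. When labels were exchanged only within same-numbered pairs, the pseudo-F of 2.88 had an exact permutation p of 0.125 and the immediate-early difference of 0.79 an exact permutation p of 0.0625, which is the smallest that 5 pairs allow, so this setting could not pass the threshold.

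The pseudo-F stayed past the threshold under the other scalings, the filters, the most variable genes, another prior count and the fits that left out one animal (2.21 to 3.86, exact permutation p from 0.00794 to 0.0317). The immediate-early difference did so under the other scalings, the filters, the median, the deposited signal and the fits that left out one animal (0.70 to 0.86). These 2 results and the gene set count were not recomputed with DESeq2's Wald test, limma-voom, limma trend, the covariates, the surrogate variable, the scaling factors of the authors, the removal of loci or the span trend. The number of gene sets past an adjusted p under 0.05 was 0 under the other scalings, the filters, the median and the deposited signal. It was also 0 with the replicate block, but the smallest exact permutation p there, 0.0625, fixed this in advance. It was 4 with limma's camera, a competitive test across genes, and from 0 to 3 in the fits that left out one animal. Camera assumes a small fixed correlation between genes and gave p = 7.81e-09 for the immediate-early genes.

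Among 66 single genes and set scores, 19 reversed in at least 1 alternative, and 0 of these 19 were among the 599 called genes. With the ribosomal RNA covariate, log2 fold changes reversed to 0.26 for Ntrk2, -0.18 for Dnmt3a, -0.095 for Gria1, -0.037 for Hdac2, -0.15 for Hdac4, 0.084 for Hdac5, 0.14 for Hdac8, 0.13 for Hdac10 and 0.53 for Rn28s, which is itself part of the covariate. With 1 surrogate variable they reversed to -0.026 for Dusp1, 0.14 for Ntrk2, -0.19 for Dnmt3a and 0.00062 for Hdac11. Ntrk2, at -0.00084 in the main test, also reversed to 0.0057 with limma-voom, 0.0031 with limma trend under both pseudocounts and 0.0047 with the replicate block.

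Across the 10 fits that left out one animal, log2 fold changes ran from -0.059 to 0.079 for Ntrk2, -0.064 to 0.024 for Hdac5, -0.065 to 0.065 for Hdac8, -0.0055 to 0.28 for Hdac9, -0.16 to 0.040 for Creb1 and -0.017 to 0.17 for Dnmt3a. Score differences ran from -1.03 to 0.013 for choroid plexus genes (positive without untreated replicate 1), -0.17 to 0.040 for reactive microglial genes, -0.076 to 0.045 for glucocorticoid-responsive genes, -0.070 to 0.048 for astrocyte genes, -0.14 to 0.045 for inhibitory neuron genes and -0.026 to 0.0014 for histone deacetylase genes. Outside these fits, 21 genes became weaker and 4 stronger in at least 1 alternative. Within them, 9 genes became weaker, and 4 genes and 2 set scores became stronger in at least 1 fit. The cause was not tested. Depth limits the results for genes near the floor of 3 counts, such as Acaa1b in RG2833 animals, and the number of animals limits the permutation tests.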

Other observations

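In this part, the tests of library size and of excitatory neurons were chosen after their results or the scores behind them were seen, and reading the slope test and the random lists as undecided was also chosen after their results. The simulation with matched sizes was added after the covariate result was seen. The patterns came from the same data that tested them.

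The split of the animals into treatment groups was compared with other splits. Of the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many as 599 called genes, and the largest count among the other 15 was 320, with a median of 0. For genes past the threshold over the list of immediate-early and plasticity genes, 1 of the 16 splits, again the real one, gave as many as 14. With 16 splits the share cannot fall under 0.05, so chance is not excluded by this comparison alone. Among 84 further splits, which part between 1 and 3 of the pairs, 0 gave as many calls or as many list genes, and the largest count of calls was 285. Of all 100 splits drawn, 1%, the real one, gave as many calls, and 1% gave as many list genes. Because the numbers did not pair the samples, these splits can be compared, and they argue against a chance split of the animals. They do not separate treatment from the ribosomal RNA share, since 0 splits had a larger share difference than the real one.

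A technical axis is a candidate explanation for many of the calls. The ribosomal RNA share separated the groups, and with it as a covariate 0.334% of the called genes were still called. This loss does not decide the question. Simulated changes of 1 log2 unit survived the same correction in 43.3% of cases, but when the 599 genes were simulated with their own log2 fold changes and no technical axis, 344 were found without the covariate and 4.94% of these with it. The log2 fold changes of the called genes shrank to a median of 0.622 of their size, against 0.996 in that simulation. Their standard errors grew by a median factor of 1.95, against 1.99, and 588 of 599 kept their direction. The fit with 1 surrogate variable left 5 calls, and this variable followed the log2 share within groups (r = -0.57). That fit recovered 196 of 200 simulated changes of 1 log2 unit. Its surrogate variable was estimated anew there, from simulated counts without a shared axis. No simulation with the real variable or with matched sizes was run for that fit, so loss of power stays open there too. Across genes, the change that each gene's slope on the share within groups predicts had a Pearson correlation of 0.487 with the observed log2 fold change (11788 genes, which are not independent replicates). The predicted direction matched in 506 of 597 called genes. However, 3 of 100 shuffles of the shares within groups gave a correlation as large, and the correlation was 0.510 from untreated animals and 0.194 from RG2833 animals alone. The limit set beforehand was the middle 95% of the shuffles, whose upper end was 0.490, so the correlation lay just inside it. Because it would pass a one-sided limit, the test is read as undecided. Gene span had a Spearman correlation of 0.158 with the log2 fold change across genes, and of 4 equal classes of genes by span, the class with the shortest spans held 150 of the genes called lower and the class with the longest held 24, yet removing the span trend gave 732 calls in place of 599. Library size did not differ between groups (exact permutation p = 0.659). Treatment and the ribosomal RNA axis cannot be told apart in these 10 libraries. Bc1 and Bnc1 were still called with the share as a covariate. Because the share did not overlap between the groups, that fit extends a linear slope beyond each group. It therefore does not exempt these genes from a technical explanation.

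Ribosomal protein genes were lower as a family. Of 76 such genes, 75 had a negative log2 fold change under TMM, under DESeq2 size factors and under library totals only, and the median was -0.48 under TMM, with 45 genes called lower and 0 called higher. The within-group slopes on the ribosomal RNA share predicted 63.2% of the median change. No shuffles were run for this value, and over all genes the same slopes were read as undecided. A library-quality axis therefore stays possible without being shown. After removal of the span trend 84.5% of the median was left (-0.41 against -0.48), so gene span did not account for most of it. Transcript length was not tested. Reads of ribosomal protein genes are shared with many pseudogenes, which was not tested. The pattern in ribosomal protein genes cannot be told apart from a technical one. Subunits of the respiratory chain were also mostly lower under the 3 scalings (70 of 72 under TMM, median -0.32), and no technical explanation was tested for them.

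The decreases of Bc1 (12.9-fold lower) and of the ribosomal RNA loci raised the hypothesis that RNA without a poly(A) tail was carried over more in the untreated libraries. Histone genes and Rmrp, which were not part of the pattern, gave no shift of their mean. The score differed by 0.013 (11 genes, exact permutation p = 0.865), but the genes moved in different directions. Rmrp was lower without passing (log2 fold change -1.18, edgeR adjusted p = 0.105), Hist3h2ba was called lower (-0.51, edgeR adjusted p = 0.0183), and 0 of the 11 genes were called higher (2 were higher before adjustment, at the 0.05 level). Because the genes moved in opposite directions, their mean does not exclude carry-over of some RNA without a tail. The Bc1 values were between 18.1 and 25.6 CPM in RG2833 animals and between 171 and 338 CPM in untreated animals. Whether this is an effect of the drug or of library preparation was not settled, and Bc1, Bnc1 and Slc10a2 would be the first genes to measure again by another method.

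Whether the ribosomal RNA axis accounts for the higher immediate-early genes is open. The within-group slopes, themselves uncertain as above, predicted a mean change of -0.12 where 0.79 was observed, and 0 of 10000 random lists matched on expression and slope had as large a mean (share at most 0.0001, the smallest they can show). Genes that rise and fall together vary more as a list than such random genes, so this share does not exclude the axis. With the share as a covariate, all 14 genes were still higher, with a mean log2 fold change of 0.92 against 0.77 without it, but the smallest edgeR adjusted p among them, over all genes, was 0.879. Other explanations remain. The immediate-early score minus the excitatory neuron score was 0.21 higher in RG2833 animals (exact permutation p = 0.381), so a larger share of excitatory neurons in the treated samples could contribute. In untreated replicate 4, the excitatory score was the highest of the 10 animals (0.52) while its immediate-early score (-0.13) was below that of each RG2833 animal. The time of tissue collection may also differ. The score of 7 clock output genes minus Arntl differed by -0.25 (exact permutation p = 0.0159), but this came from higher Arntl (log2 fold change 0.27, edgeR adjusted p = 0.113), since the output genes alone differed by 0.017 (exact permutation p = 0.905). The score of all clock genes differed by 0.051 (exact permutation p = 0.540), and single output genes moved in different directions (Per1 0.27, Nr1d1 0.31 and Nr1d2 -0.28). This is weak evidence for a shift in time. A drug effect on activity-dependent transcription stays a hypothesis beside these.

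The column headings of the tables carry a second number per sample, whose meaning is not stated. In 4 of the 5 untreated samples this number is above all those of the RG2833 samples, and in the other it is below all of them.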
